A study of Mus musculus with 6 samples.

How the data were processed

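Immune cells enriched from whole brains of female C57BL/6 mice were profiled by CITE-seq, which reads RNA and antibody tags of the same single cells. Per the labels, 24 mice (6 per group) were pooled into 12 samples, so that each of the 4 groups had 3 pools. The groups were young (12 weeks) and aged (72 weeks) mice, each with an intact gut microbiota (control) or one depleted by antibiotics. Each pool carried a hashtag, an antibody tag that marks the pool of origin. Per the labels, the 6 young pools were loaded in 1 well of the 10x Genomics instrument and the 6 aged pools in another, so age cannot be told apart from the well. Hashtags 1 to 3 marked control pools and hashtags 4 to 6 antibiotic pools in both wells, so the hashtag and the arm cannot be told apart either.

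The deposited antibody table held raw tag counts for 34 antibodies, and each cell's sum equalled the antibody total in the deposited metadata. The deposited RNA table held a score per gene and cell, the corrected UMI value of SCTransform (SCT in the name of the deposited table), for 19848 genes. These RNA values were whole numbers whose sum per cell equalled the SCT total of the deposited metadata and not the raw UMI total, so they were not treated as raw counts. Raw UMI totals, antibody tag totals and hashtag totals per cell were taken as counts from the deposited metadata. Cell types and hashtag calls were the authors' own, as the deposited metadata list them. The aligner, the genome build, the filters on cells and the covariates of the correction were not given in the sources used here. All 13052 cells were called singlets in the deposited metadata, so no further doublet filter was applied, and every cell's hashtag matched its listed group. Each group held exactly 3263 cells, and how the cells were chosen was not given in the sources used here, so cell numbers per group carry no information and shares are within these cells. The mitochondrial percentage was listed as 0 for every cell although 13 mitochondrial genes were in the RNA table, so it was not used as a filter. A total of 29 metadata columns were not used.

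The pool was the replicate throughout. For abundance, the cells of each of 10 types in each pool were compared with the quasi-likelihood test of edgeR 4.0.16, with the pool's total as library size and no composition factor, and an exact permutation test of the shares was run beside it. For genes, the mean RNA value over the cells of a type in a pool was taken as log2 after adding 0.05, genes with a mean of at least 0.05 over the pools were kept, and limma 3.58.1 was run with a trended prior variance. Types other than microglia were tested if every pool held at least 20 of their cells, which left 1 type, called Ly6CLow. For antibodies, tags were summed per pool and tested with edgeR's quasi-likelihood test with TMM factors. A total of 7 gene lists were tested on the microglia fit with camera (limma) at a preset correlation of 0.01, with fry and an estimated correlation as alternatives. Each fit used all 12 pools and 5 contrasts, namely antibiotic minus control in young, in aged, their mean over both ages, their difference (aged minus young), and aged minus young in controls. Benjamini-Hochberg adjustment was made within each contrast, with a threshold of 0.05. Exact tests were two-sided unless said otherwise. With 3 pools against 3 there are 20 arrangements and the smallest two-sided p is 0.1. Arranging the pools within each age gives 400 arrangements and a smallest p of 0.005. This assumes no antibiotic effect at either age, so for the difference between the ages it is not exact if both ages share an effect.

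The age reversal was the correlation over genes of the antibiotic effect in aged microglia with the age effect in controls. Both effects contain the aged control pools, so a value below 0 arises without any effect, and 1000 simulated sets of pools without an antibiotic effect, with genes drawn independently, gave the range to compare with (middle 95%).

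Named microglia genes were, for each contrast, up to 4 raised and 4 lowered genes with the largest change among those past the threshold whose pools did not overlap between the groups (within each age for the mean contrast). Where no gene passed, the 2 with the smallest p were named as not passing. In the other cell type 1 gene was named by the same rule. Antibodies were named as up to 4 with the largest change past the threshold in microglia and 1 in the other type. Of the sex genes listed for a check of every pool, Xist and Kdm5d were in the RNA table. The tests, the threshold, the lists, this rule and all alternatives except those named below as later choices were set before the data were examined.

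The steps for genes, antibodies and abundance were tested on simulated data with 2-fold changes, and the list step with a log2 change of 0.3. For microglia genes (8759 tested, 200 changed) 100% of the changes were recovered with 9 false calls. For Ly6CLow genes (8613 tested, 200 changed) 17.5% were recovered, for microglia antibodies (34 tested, 4 changed) 75%, for Ly6CLow antibodies (34 tested, 4 changed) 0%, and for abundance (10 types, 2 changed) 0%. The list step recovered its 1 changed list of 7, with genes drawn independently. Genes that vary together were not simulated, so this test cannot show how often camera makes false calls in the real pools.

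The alternatives covered the pseudocount, the filter on low values, the number and depth of cells behind each mean, the scale of the mean, the scaling between pools, the pools in each fit, the denominator and model of abundance, the antibody normalization (library size, DESeq2 1.42.0, centred log ratio), the set test, and each pool left out in turn. A total of 6 alternatives were chosen after seeing the data. They were cells of at least 2000 raw UMIs (for abundance, for microglia genes and for Ly6CLow genes), microglia matched between pools on raw UMIs in 10 bins, and antibody tests without CD335, CXCR4 and KLRG1 in microglia and in Ly6CLow. Other tools were R 4.3.3, statmod 1.5.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Gene positions were not used here. Single-cell trajectories and reclustering were not analysed here.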

Results

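The data set held 13052 brain immune cells with RNA and antibody tags, 3263 from each of 4 groups (young control, young antibiotic, aged control and aged antibiotic, 3 pools each). The equal number reflects a choice of cells not described in the sources used here, and each share is a share of these cells. Pools held 760 to 1590 cells. Their raw RNA totals ran from 5745242 to 13742781 UMIs and their antibody totals from 428724 to 4052945 tags. The median raw UMI total per cell was 7040 in young control, 6829 in young antibiotic, 7075 in aged control and 7003 in aged antibiotic cells. The median antibody total per cell was 1377 tags in young control and 1314 in young antibiotic cells, against 210 in aged control and 207 in aged antibiotic cells. The pools of aged mice were run in a separate well from those of young mice, so each comparison by age is also a comparison of wells. Xist RNA was above 0 in 92.0% to 98.8% of the cells of each pool, and Kdm5d RNA in at most 1 cell per pool, as for the female mice of the labels.

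The authors' cell types comprised 9403 microglia (72.0% of cells), 728 CD8+ cells, 634 Ly6CLow cells, 506 BAM (border-associated macrophages), 487 BCells, 389 Ly6CHigh cells, 352 Ly6C+Ly6G+ cells, 330 ILCs (innate lymphoid cells), 214 CD4+ cells and 9 NKCells. Ly6CLow, Ly6CHigh and Ly6C+Ly6G+ are myeloid classes named by surface markers. Microglia made up 77.5% ± 5.24 of young control cells, 78.2% ± 5.89 of young antibiotic cells, 68.6% ± 6.63 of aged control cells and 64.1% ± 12.7 of aged antibiotic cells (mean ± SD, n = 3 pools).

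The first question was whether depletion of the microbiota changed the mix of immune cells in the brain, and whether age did. For antibiotic minus control, edgeR called 0 of 10 cell types in young mice, in aged mice, over both ages and for the difference between the ages, and 0 had an unadjusted p under 0.05 in each of these contrasts. The lowest adjusted p was 0.736 in young, 0.727 in aged, 0.687 over both ages and 0.867 for the difference. The simulated 2-fold changes of abundance, made in 2 of the 10 types, were recovered in 0% of cases. Changes of that size can therefore be missed for types with a large SE. In young mice the SE of the log2 change was 0.818 for Ly6C+Ly6G+ cells and 0.707 for ILCs. For microglia it was 0.139, so a fall of 1 on the log2 scale would lie far outside it. A 2-fold rise is not possible from a share of 77.5%, and smaller changes of microglia were not simulated. ILCs gave the lowest unadjusted p of edgeR in aged mice, with a log2 change of -1.35 and an adjusted p of 0.727. Their share was 3.96% ± 3.80 in aged control and 1.57% ± 1.14 in aged antibiotic pools. The change in aged mice rested on aged control 2, whose share was 8.30%, and was -0.22 without it. In young mice the log2 change of ILCs was -0.43 (edgeR adjusted p 0.736). There all 3 antibiotic pools (at most 2.31%) lay below all 3 control pools (at least 2.48%). The exact permutation p of that share was 0.1, and 0.833 after adjustment over the 10 types. For aged minus young controls, 1 type was called. CD8+ cells were 1.49% ± 0.875 of young control and 8.10% ± 1.55 of aged control cells, with a log2 change of 2.41 (SE 0.478) and an adjusted p of 0.00184 in edgeR. All 3 aged control pools lay above all 3 young control pools, and the exact permutation p of the share was 0.1, the smallest that 3 pools against 3 allow. Counting only cells other than microglia moved this family most, to 2 called types for age, CD8+ and a lower share of Ly6C+Ly6G+ cells. The lower share rested in large part on young control 1. Ly6C+Ly6G+ cells were 8.68% of all its cells, against 1.97% and 1.90% in young control 2 and 3. In the aged control pools they were 0.789% to 1.91%.

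**Figure D1:**
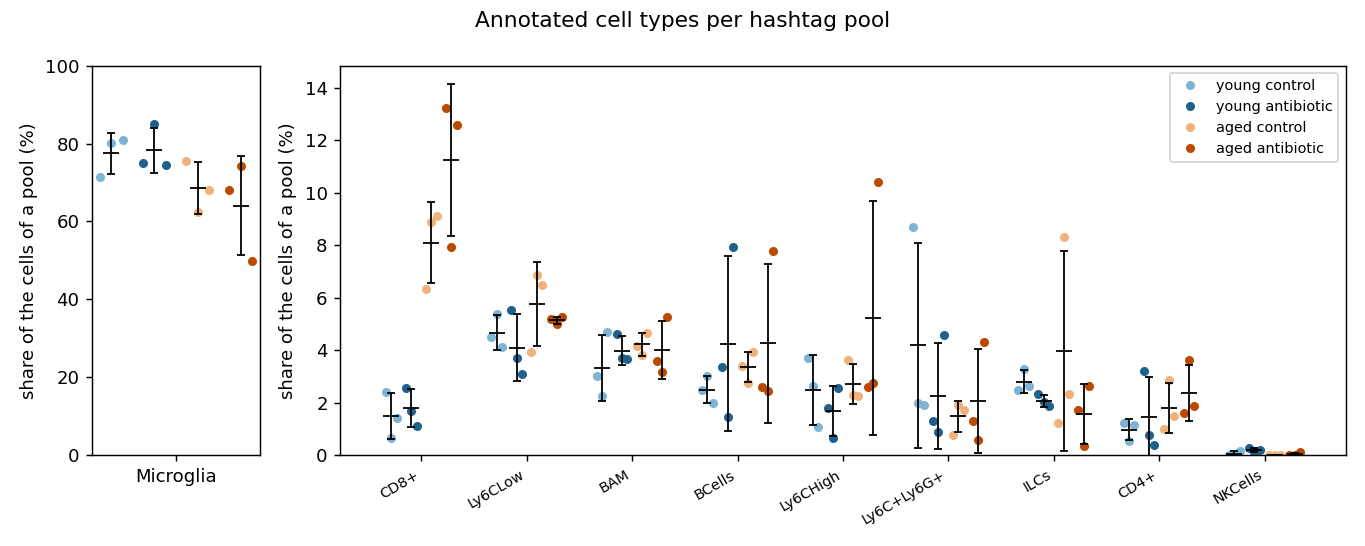
Share of cells (percent of all cells of a pool) of each cell type in the 4 groups, with 1 dot per pool and bars for the mean and SD of 3 pools. CD8+ cells lie between 6.31% and 9.11% in the aged control pools and between 0.658% and 2.40% in the young control pools.

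The next question was which genes differed in microglia. limma tested 8759 genes and called 12 for antibiotic minus control in young mice (5 higher, 7 lower), 283 in aged mice (139 higher, 144 lower) and 473 over both ages (189 higher, 284 lower). The pools of the groups did not overlap for 12 of the 12, for 283 of the 283 and, within each age, for 278 of the 473. Chance gives no overlap in 10% of genes for 3 pools against 3 and in 0.5% when both ages must show it in the same direction, but these rates are for genes not selected on the same pools, so the absence of overlap among called genes is no separate evidence. For the difference of the antibiotic effect between the ages limma called 0 genes, with 579 at an unadjusted p under 0.05 and a lowest adjusted p of 0.141. The larger number of calls in aged mice was thus not accompanied by a called difference between the ages. Calls in young and aged mice shared 6 genes, all in the same direction. The alternative that moved the young count most was the mean of the log values per cell, which gave 58 genes. No filter on low values gave 0 genes in young, 105 in aged and 209 over both ages.

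In young microglia the named genes that rose were Zc3h6, Slco4a1, Ppp1r21 and Tmem140, with log2 changes of 0.71, 0.64, 0.49 and 0.38. The named genes that fell were Ifi27l2a, Banp, Odc1 and Coq8b, with log2 changes of -0.63, -0.61, -0.54 and -0.44. Their limma adjusted p ran from 0.0243 to 0.0467 and each moved in the given direction in 3 of 3 pools against 3. Each of these 8 lost its call without at least 3 of the 12 pools, taken singly, and without the filter. Zc3h6 averaged 0.0839 ± 0.00971 in young control and 0.170 ± 0.0246 in young antibiotic pools (corrected UMI value per cell, SD, n = 3).

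In aged microglia Spp1 had the largest rise among the named genes, from 0.107 ± 0.0371 to 0.490 ± 0.213 per cell, with a log2 change of 1.72 (SE 0.352) and a limma adjusted p of 0.0109. All 3 antibiotic pools lay above all 3 control pools. The rise of Spp1 depended on the scale of the mean, with a log2 change of 0.01 and an adjusted p of 0.410 for the mean of the log values per cell, and 0.97 with an adjusted p of 0.327 in microglia matched on raw UMIs. Zc3h6 rose by 1.16 on the log2 scale (adjusted p 4.19e-05), Ddit4 by 1.46 (0.0173) and Pik3ip1 by 1.02 (0.00175). Banp fell by 1.02 (adjusted p 0.000104), Hspa5 by 0.75 (0.000731), Gpr84 by 0.68 (0.0216) and P4ha1 by 0.67 (0.000144). Hspa5 averaged 9.10 ± 1.38 in aged control and 5.37 ± 0.652 in aged antibiotic pools. All of these had 3 of 3 pools on the given side. Ddit4 and Gpr84 each lost their call without any of 3 single pools, and they and Spp1 lost it without the filter.

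Over both ages Fkbp5 (0.96), Zc3h6 (0.94), Pik3ip1 (0.86) and Ccdc122 (0.63) rose and Banp (-0.81), Gpr84 (-0.58), Nupr1 (-0.51) and Hspa5 (-0.50) fell on the log2 scale. Their limma adjusted p ran from 1.03e-05 to 0.00449, with 6 of 6 antibiotic pools on the given side of the control pools of their age. These calls held under each pool left out. Gpr84 lost its call without the filter (adjusted p 0.0650) and in microglia matched on raw UMIs (0.0840). For the difference between the ages the genes of smallest p were Ifi27l2a (log2 0.99, adjusted p 0.141) and Klf9 (1.09, adjusted p 0.147), which did not pass. Ifi27l2a averaged 0.332 in young control, 0.197 in young antibiotic, 0.591 in aged control and 0.788 in aged antibiotic pools.

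**Figure D2:**
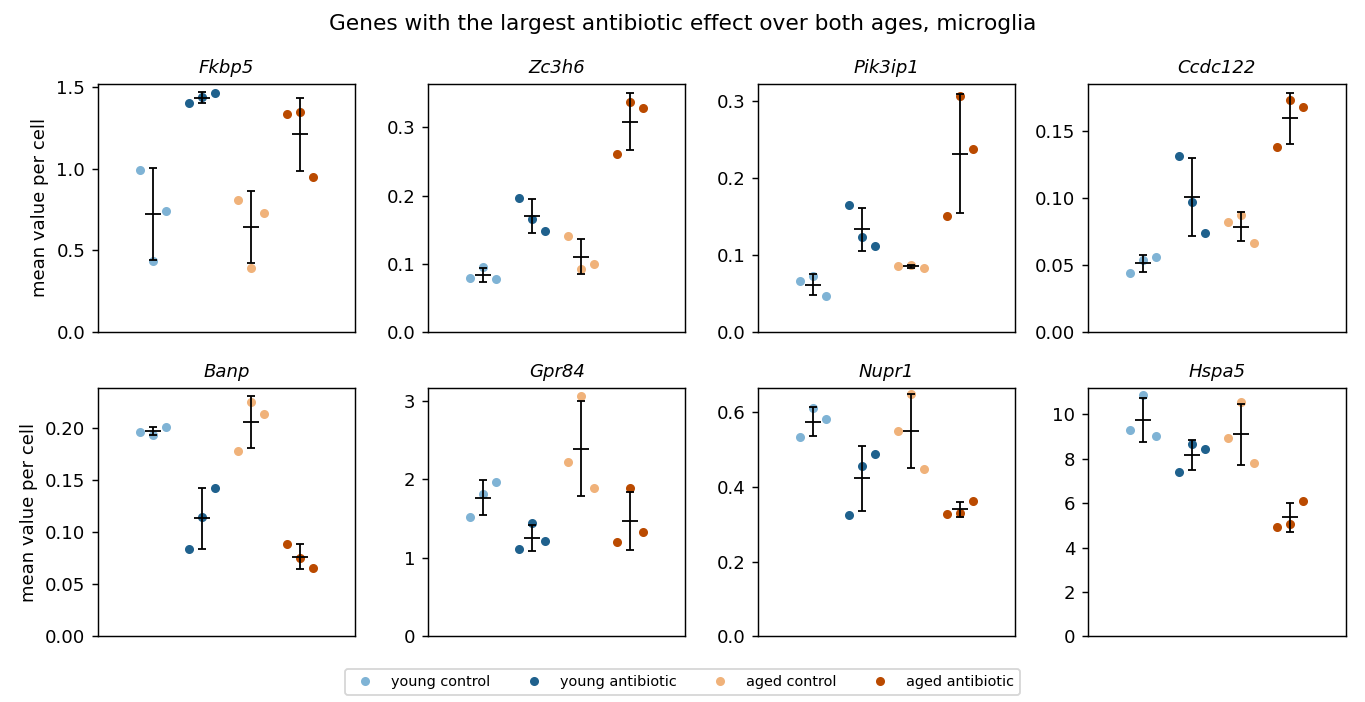
Mean corrected UMI value per microglial cell of named genes in the 4 groups, with 1 dot per pool and bars for the mean and SD of 3 pools. Banp lies at 0.205 in aged control and 0.0764 in aged antibiotic pools, and Zc3h6 at 0.111 and 0.308.

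Aged minus young control microglia gave 233 called genes in limma (193 higher, 40 lower), of which 232 had pools without overlap (10% by chance for genes not selected on these pools). Igkc (log2 2.64), Ildr2 (1.95), Hcar2 (1.65) and Col6a3 (1.46) rose, with adjusted p from 3.83e-10 to 5.28e-06 and 3 of 3 pools higher. S100a8 (-2.57), S100a9 (-2.39), Ngp (-2.39) and Camp (-2.15) fell, with adjusted p from 0.00792 to 0.0211 and 3 of 3 pools lower. For S100a8 and Camp, part of the size came from 1 cell with a value of at least 10 in each of young control 1 and 2. Without that cell the S100a8 means there were 0.637 and 0.575 in place of 1.89 and 1.81. The Camp means were 0.252 and 0.204 in place of 0.787 and 0.554. S100a9 and Ngp were not recomputed in this way. Igkc and the neutrophil genes are not microglial genes, and classes that should lack them held them as well. Igkc was above 0 in 50.3% of aged and 6.82% of young microglia, in 41.7% of aged and 6.67% of young BAM, and in 52.1% of aged and 6.94% of young CD4+ cells, with median depths of 7118 and 6809 UMIs in microglia, 7412 and 7769 in BAM, and 5568.5 and 6883.5 in CD4+ cells. S100a8 was above 0 in 14.1% of aged and 39.1% of young microglia and in 11.3% of aged and 29.2% of young BAM. Igkc is therefore read as background of the aged well and not as expression in microglia. The S100a8 share of young microglia lay above that of young BAM and close to that of young ILCs (39.4%), so expression by microglia was not shown. S100a8 and Camp each lost their call without any of 5 single pools, S100a9 without any of 4 and Ngp without young control pool 1. All 4 also lost it with a pseudocount of 0.5 and without the filter.

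**Figure D3:**
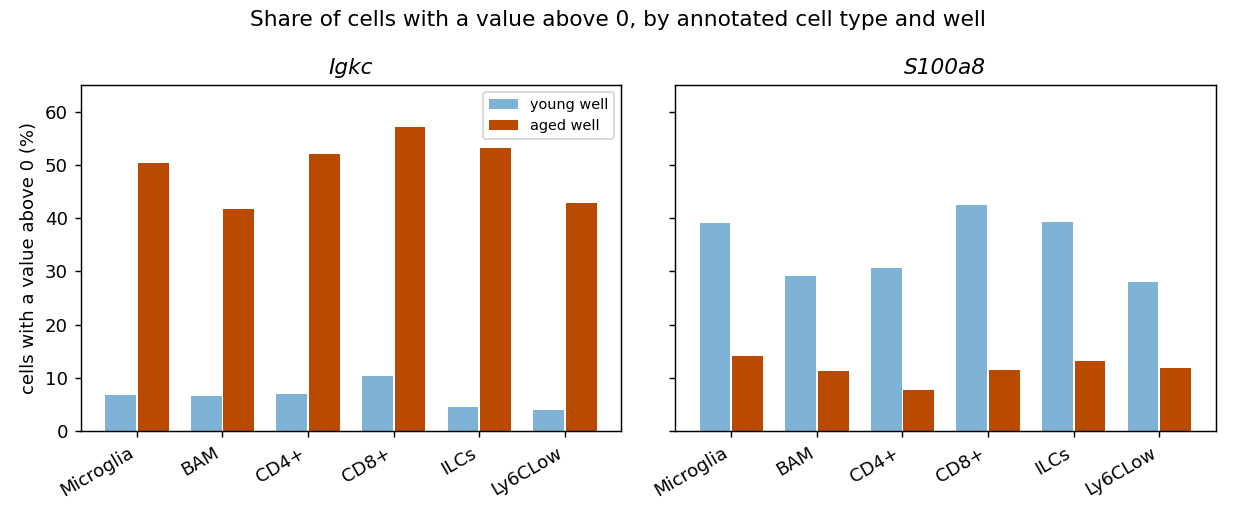
Percent of cells with a value above 0 for Igkc and S100a8 in several cell types of the young and the aged well. Igkc is in 41.7% of BAM and 50.3% of microglia of the aged well.

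Of the 7 gene lists, camera called 3 for antibiotics in young microglia. They were interferon response (mean log2 -0.16, adjusted p 0.00820, 16 of 18 genes lower), inflammatory cytokines (-0.17, 0.0498, 11 of 12 lower) and ribosomal proteins (0.04, 0.0248, 53 of 58 higher). In aged microglia camera called 2, interferon response (0.18, 0.00165, 15 of 18 higher) and homeostatic microglia (-0.10, 0.0277, 12 of 16 lower). Over both ages camera called inflammatory cytokines (-0.17, 0.0338, 12 of 12 lower) and ribosomal proteins (0.04, 0.0338, 54 of 58 higher). For the difference between the ages camera called interferon response (0.34, 2.71e-08, 17 of 18 higher). Under fry and under an estimated correlation 0 lists held in each of these 4 contrasts, which was the alternative that moved this family most. The exact permutation p of the pool means of the interferon list for the difference was 0.04, and 0.175 after adjustment over the 7 lists.

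For age in controls camera called 6 lists. Interferon response (0.44, adjusted p 8.22e-13), disease-associated microglia (0.34, 1.18e-07), inflammatory cytokines (0.44, 8.73e-05) and MHC class II (0.18, 0.0177) were higher in aged pools. Dissociation stress (-0.10, 5.87e-05) and homeostatic microglia (-0.08, 0.000530) were lower, and ribosomal proteins were not called. Disease-associated microglia (fry adjusted p 0.00308), interferon response (0.00452) and inflammatory cytokines (0.0424) held under fry, and 0 held under an estimated correlation. Genes called by limma over all genes numbered 6 of 18 for interferon response, 6 of 18 for disease-associated microglia, 5 of 23 for dissociation stress, 3 of 12 for inflammatory cytokines, 2 of 58 for ribosomal proteins and 0 for homeostatic microglia and MHC class II. Adjusted over the list alone, they numbered 15, 8, 9, 6, 2, 3 and 0. The median and mean log2 change of a list, or the direction of its test, differed in sign for disease-associated microglia in aged (-0.03 and 0.14, test up) and over both ages (-0.04 and 0.02, test down), dissociation stress over both ages (0.00 and -0.04, test down), and inflammatory cytokines (0.05 and -0.00, test down) and ribosomal proteins (-0.00 and 0.00, test down) for the difference.

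Whether antibiotics moved aged microglia toward young microglia was asked through the correlation over genes, which are not independent replicates, of the antibiotic effect in aged with the age effect. Pearson's r was -0.17 and Spearman's rho -0.15 over 8759 genes. Simulated pools without an antibiotic effect, sharing the aged controls, gave a mean r of -0.33 (middle 95% -0.41 to -0.26) and a mean rho of -0.33 (-0.35 to -0.31), and the observed values lay above both. Genes were drawn independently in the simulation, so its ranges are too narrow for genes that vary together. Of the 20 arrangements of the aged pools, 19 gave r as low or lower. With separate aged control pools for each effect the mean r over 6 splits was 0.02 (-0.04 to 0.06) and the mean rho 0.05 (0.01 to 0.09). This alternative moved rho most, while r moved further, and downward, over only the genes called for age. No reversal of the age effect was detected.

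In the other cell type with enough cells, Ly6CLow, limma called 0 of 8613 genes for antibiotics in young, in aged, over both ages and for the difference, with 365, 535, 525 and 428 genes at an unadjusted p under 0.05. Only 17.5% of simulated 2-fold changes were recovered in this type. For age in controls 65 genes were called (47 higher, 18 lower), all 65 without overlap between the pools (10% by chance for genes not selected on these pools). In aged Ly6CLow cells 31.7% had fewer than 2000 raw UMIs, against 4.38% in young ones, and in cells of at least 2000 UMIs, an alternative chosen after seeing the data, limma called 0 genes for age, with 436 of 8721 at an unadjusted p under 0.05 and a lowest adjusted p of 0.310. Igkc rose most, from 0.112 ± 0.173 to 28.1 ± 23.7 per cell (log2 6.62, adjusted p 0.0312, 3 of 3 pools higher), and lost its call without any of 4 single pools, with a pseudocount of 0.5 and without the filter. It is a B cell gene, 1 of the 3 aged control pools held only 0.686 per cell, near the level of free RNA in other aged classes, and the type also held Igkc in 42.8% of aged and 4.01% of young cells, so expression by these cells was not shown. Among alternatives other than leaving out a pool, cells of at least 2000 UMIs moved this family most. Of the 65 genes 57 were still tested there and 56 kept their direction, and since fewer cells were left, loss of power and removal of low-depth cells were not told apart.

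Surface proteins were compared last. In microglia edgeR called 0 of 34 antibodies for antibiotics in young, in aged, over both ages and for the difference, with 3, 4, 5 and 1 at an unadjusted p under 0.05. DESeq2 called 0, 0, 3 and 1. For age in controls 18 were called (10 higher, 8 lower). The alternative that moved this family most was limma on the centred log ratio, with 31 calls for age. Among called antibodies the largest changes were those of CXCR4, KLRG1, CD335 and CD11c. CXCR4 had 0 tags in all cells of the young well and 486 in those of the aged well, KLRG1 had 3 and 632, and CD335 had 23 and 2124, so no fold change is given for these. CD11c rose by 0.93 on the log2 scale relative to the other antibodies (adjusted p 0.000337, 3 of 3 pools higher after scaling). Its tags per cell fell from 2.70 ± 0.0189 to 0.968 ± 0.0757. The 10 called rises also included the lymphocyte markers NK1.1 (0.40), CD45R-B220 (0.33) and CD8a (0.24). The relative rise of CD11c is therefore not read as more CD11c on microglia. In Ly6CLow edgeR called 0 antibodies in the same 4 antibiotic contrasts, with 1, 2, 2 and 1 at an unadjusted p under 0.05. Simulated 2-fold changes of antibodies were recovered in 0% of cases in this type, so changes of that size can be missed. For age edgeR called 15 in Ly6CLow (11 higher, 4 lower). KLRG1 was the named antibody there, with 0 tags in the young control pools.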

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

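The permutation test of the pool means of the list and the test on microglia matched on raw UMIs were chosen after the result was seen. The interferon response list was singled out because the antibiotic effect on it differed between the ages by the test of the difference. The mean log2 change of its 18 genes was 0.34 higher in aged than in young microglia, from -0.16 in young to 0.18 in aged (camera adjusted p 2.71e-08, 17 of 18 genes higher). Camera's preset correlation was too lenient for these pools. In 92 of 100 splits of the pools, at least as many lists were called for the difference, and under fry (adjusted p 0.178) and under an estimated correlation (0.222) the list was not called.

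A permutation of the pools within each age gave a difference as large in 16 of 400 arrangements (exact p 0.04). It assumes no antibiotic effect at either age, so it is not exact for an equal effect at both. Its p did not pass adjustment over the 7 lists (0.175). Chance can therefore not be excluded once the number of lists is taken into account. With microglia matched on raw UMIs between the pools of a well the difference was 0.26 (exact permutation p 0.1), so a difference in RNA depth between the arms cannot be told apart from an effect on these genes, because the matched value rests on fewer cells and lies between 0 and the unmatched one. The list kept its call under camera without each of the 12 pools in turn. A different interferon response to antibiotics at each age may underlie the pattern, as a hypothesis that these pools do not settle, and the ages were also run in separate wells.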

How the results depend on the processing

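The alternatives with at least 2000 raw UMIs per cell (for abundance, microglia and Ly6CLow), with microglia matched on raw UMIs, and without CD335, CXCR4 and KLRG1 were chosen after seeing the data, and all others were planned. The cause of each change below was not tested, unless a sentence gives it. No paired analysis was possible because the replicate numbers only name the pools, and the labels pair no pool of one group with a pool of another. A minimum of 50 cells per pool left 0 other cell types, so it gave no value.

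For abundance, the 0 calls for antibiotics and the call of CD8+ cells for age held under every alternative and every pool left out, with a CD8+ log2 change of 1.97 to 2.93. The change of ILCs in aged ran from -1.97 to -0.22 without single pools, the latter without aged control 2. The count for age was 2 among cells other than microglia, with Ly6C+Ly6G+ lower, a difference that leaned on young control 1.

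The number of microglia genes called for antibiotics in young (12) was 7 with a pseudocount of 0.5, 0 without the filter, 5 with a mean of at least 0.25, 21 with equal numbers of cells, 58 with the mean of the log values, 25 in a fit of only the compared groups and 22 with at least 2000 UMIs. In aged (283) it was 105 without the filter, 169 with equal numbers of cells, 439 with the mean of the log values and 459 with at least 2000 UMIs. Over both ages (473) it was 209, 306 and 711 for the first, second and last of these, and 288 with matched microglia. Without the filter more genes were tested. The equal and the matched draws used fewer cells. For the difference (0) the mean of the log values gave 4 (Cirbp, Jdp2, Rin2 and Tagln2) and at least 2000 UMIs gave 1 (Ifi27l2a). Names given here for such small counts were chosen after their values were seen. For age (233) it was 145 without the filter and 136 with a mean of at least 0.25. Of the 473 genes called over both ages, 189 were called in the same direction without the filter, 238 in matched microglia and 449 with at least 2000 UMIs. The split into higher and lower moved from 189 and 284 to 268 and 261 over both ages when pool means were divided by their sum and to 272 and 270 under quantile normalization, and from 5 and 7 in young to 7 and 6 under the latter. Both scalings moved the median of all genes by less than 0.03.

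Leaving out 1 pool at a time gave 0 to 26 genes in young, 108 to 304 in aged, 263 to 527 over both ages, 0 to 4 for the difference and 106 to 245 for age. In young, the count was 0 without young control 2, young control 3 or young antibiotic 1, 2 without young control 1 or young antibiotic 2, 7 without aged control 3, 21 without aged antibiotic 1 and 26 without aged control 2. In aged it was 146, 118 and 183 without aged control 1, 2 and 3 and 108 without aged antibiotic 2. Over both ages it was 272 without young control 3, 292 without young antibiotic 1, 263 without aged control 2 and 293 without aged antibiotic 2. For the difference it was 1 (Spp1) without young control 3, 4 (Enpp2, Ifi27l2a, Lgals3bp and Ttr) without aged antibiotic 1, 2 (Ifi27l2a and Spp1) without aged antibiotic 2 and 2 (Ifi27l2a and Klf9) without aged antibiotic 3. For age it was 132 and 144 without young control 1 and 2, and 140 and 106 without aged control 1 and 2. Fewer pools widen the error, which can lower counts by construction.

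The 34 named microglia results were refitted 755 times, and 632 refits left the call as it was, 118 lost it, 5 gained it and 0 reversed the direction. In young, the 8 named genes lost their call without 3 to 10 of the single pools, with adjusted p up to 0.222. In aged, Spp1 lost it without aged control 3 (0.0505) or aged antibiotic 3 (0.0508), Ddit4 without aged control 2 or 3 or aged antibiotic 2 (up to 0.0980), and Gpr84 without aged control 2 or aged antibiotic 1 or 3 (up to 0.118). Among age genes, S100a8 and Camp lost it without young control 1 or 2 or any aged control pool (up to 0.106 and 0.124), S100a9 without young control 1 or 2 or aged control 2 or 3 (up to 0.0862), and Ngp without young control 1 (0.0565). With a pseudocount of 0.5 the adjusted p of S100a8, S100a9, Ngp and Camp was 0.103, 0.0593, 0.0963 and 0.135, and without the filter 0.170, 0.157, 0.112 and 0.177. Of the 8 genes named in young, all lost it without the filter (0.175 to 0.315), 5 with a pseudocount of 0.5 (up to 0.197), 4 with equal numbers of cells (0.127 to 0.323), 3 in matched microglia (0.0662 to 0.218), 3 with a pseudocount of 0.01 (up to 0.0540), 2 in a fit of only the compared groups (0.0629 and 0.0738), and Ifi27l2a with a mean of at least 0.25 (0.0607) and with the mean of the log values (0.160). In aged, Spp1 (0.103), Ddit4 (0.124) and Gpr84 (0.126) lost it without the filter, Gpr84 (0.0937) and Spp1 (0.327) in matched microglia, and Spp1 with the mean of the log values (0.410). Ifi27l2a passed for the difference without aged antibiotic 1 (0.0117), 2 (0.0368) or 3 (0.0199) and with at least 2000 UMIs (0.0252), within a range of 0.0117 to 0.433 over its alternatives. Klf9 passed without aged antibiotic 3 (0.00236), within a range of 0.00236 to 0.449.

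In other cell types, no filter gave 36 Ly6CLow genes for age (65). Cells of at least 2000 UMIs gave 0 genes for age in limma (436 at an unadjusted p under 0.05), where 56 of the 57 still tested kept their direction. Igkc had a limma adjusted p of 0.955 in these cells, within a range of 0.00605 to 0.955 over its alternatives. Its log2 change was 6.78 in these cells and 6.62 in all, so its call was lost without a smaller change. For the number of called genes, low depth and fewer cells were not told apart. A minimum of 10 cells brought in BAM and BCells and gave 2 genes in young (Dcn and Ptgds), 11 in aged and 5 over both ages (Basp1, Cfp, Ch25h, Klf9 and Tnf), all from BAM. Leaving out single pools gave 19 to 297 genes for age, namely 28, 34 and 21 without young control 1, 2 and 3, and 24, 19 and 297 without aged control 1, 2 and 3. Igkc lost its call there without young control 2 (0.106), young control 3 (0.167), aged control 2 (0.162) or aged control 3 (0.0512), with a pseudocount of 0.5 (0.107) and without the filter (0.0707).

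For microglia antibodies, DESeq2 gave 3 calls over both ages (CD172a-SIRPa, CD64 and CX3CR1, all lower) and 1 for the difference (CD24), the fit without CD335, CXCR4 and KLRG1 gave 1 over both ages (CX3CR1), and the centred log ratio gave 31 for age (18). With library size only, 17 were higher and 2 lower, against 10 and 8, and in Ly6CLow 13 and 0 against 11 and 4. Single pools left out gave 0 to 1 for the difference (CD24 without aged control 3). In Ly6CLow they gave 0 to 1 in young and for the difference (CD38 in each without young control 1) and 5 to 16 for age (5 without young control 2, 8 without aged control 1). The named microglia antibodies kept their call in 66 of 66 refits, which shows nothing for CXCR4, KLRG1 and CD335, since the young well held next to none of their tags. For CD11c the log2 change ran from 0.46 to 1.20. The depth of the aged well limits how small a change can be seen.

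For the gene lists, fry gave 0 calls in the 4 antibiotic contrasts and 3 for age, and an estimated correlation gave 0 in all 5. Inflammatory cytokines were not called in young with a pseudocount of 0.5 (0.0940). Single pools left out gave 0 to 4 lists in young (1 without young antibiotic 1, 0 without young antibiotic 3), 1 to 4 in aged (1 without aged control 1, 4 without aged control 3), 0 to 2 over both ages (0 without young antibiotic 1, young antibiotic 3 or aged antibiotic 3, and 1 without young control 3, aged control 1, aged control 2 or aged antibiotic 2), 1 to 4 for the difference (2 without young control 2, 3 without young control 3, young antibiotic 2 or aged control 2, and 4 without aged antibiotic 1) and 5 to 7 for age. The ribosomal list reversed in young without young control 2 (-0.0470) and without young antibiotic 3 (-0.00417), and over both ages without young control 2 (-0.00482), with highest values of 0.107 in young and 0.0840 over both ages.

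The mean of the age reversal changed sign with separate aged control pools (r 0.0160, rho 0.0533), which removes the shared controls. Over the 6 splits r was below 0 in 2 (-0.00446 and -0.0400), and rho was above 0 in all. r lay within the middle 95% of its simulated values in all 6, while rho lay above it in 5. Genes were drawn independently, which makes this range too narrow, so rho is not read as an effect. Over only the genes called for age, r was -0.41 and rho -0.12, within the middle 95% of the simulation. Single pools left out gave r from -0.27 to -0.12 and rho from -0.27 to -0.11.

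Among the splits of the pools, the real one gave the most calls for microglia genes in young, in aged and for age, and for Ly6CLow genes, both antibody sets and abundance for age. Each was 1 of 10 splits, too few to exclude chance. Over both ages 1 of 100 splits, the real one, gave as many microglia genes (the next gave 165). That argues against chance but does not exclude it. For the lists, 4 of 10 splits in young, 6 of 10 in aged, 71 of 100 over both ages and 3 of 10 for age gave as many calls, so chance was not excluded.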

Other observations

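All tests in this part were chosen after the result was seen, except the limma adjusted p of Cirbp, which is from the test of all microglia genes. Antibiotic effects on microglia genes were alike at both ages, with r 0.40 and rho 0.38 over 8759 genes. The 2 effects share no pools, and 1 of 200 arrangements of the pools gave r as high (the next highest r was 0.297). The one-sided exact permutation p was 0.005, the smallest possible, which argues against chance but does not exclude it. In microglia matched on raw UMIs r was 0.313 and again 1 of 200 arrangements was as high, which argues against RNA depth as the whole cause. The arm cannot be told apart from hashtags 4 to 6, nor from the handling of the antibiotic pools, so an effect of the antibiotics stays an untested hypothesis.

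The genes called over both ages moved the same way in other cell types of the same pools. Of those measurable in BAM (453), 77.9% did so. RNA leaking from microglia could give this, so the share was taken again over the 154 called genes that BAM held at least as highly as microglia, and 79.2% moved the same way (one-sided exact permutation p 0.0025, 1 of 400 arrangements). That argues against a change confined to microglia. In Ly6CLow the share was 68.8% of 125 such genes (p 0.02) and in BCells 62.8% of 94 (p 0.1), with adjusted values over the 6 tests of 0.024 and 0.1. Classes with fewer than 10 cells in a pool were left out.

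A set of 5 gene lists was chosen with the microglia results known, so their values describe the pattern and do not test it independently. ER chaperones were lower in antibiotic pools (mean log2 -0.24, 15 of 15 genes, exact permutation p 0.005, adjusted over the lists 0.00833), and without the 4 of them seen first the change was -0.17 (p 0.005). Heat shock genes fell (-0.14, 10 of 12 lower, p 0.005, adjusted 0.00833), while Cirbp rose by 0.60 (limma adjusted p 1.25e-05). Clock genes that peak in the evening rose (0.25, 6 of 7 higher, p 0.005, adjusted 0.00833) and clock genes of the morning did not move together (0.03, p 0.49). Genes induced by glucocorticoids rose (0.25, 8 of 12 higher, p 0.03, adjusted 0.0375), by 0.07 in young and 0.43 in aged. This list held Ddit4 (1.13), Fkbp5 (0.96) and Klf9 (0.38), which were already named above, and it was not tested again without them. Its other genes ran from -0.51 (Cdkn1a) to 0.38 (Mt1). A lower load on the endoplasmic reticulum, a lower body or handling temperature, another time of day at collection and glucocorticoid exposure are candidate explanations that cannot be told apart here, because the lists were chosen for the pattern and each of these may differ with the arm.

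Several differences by age point to the wells. Igkc averaged 0.808 to 1.02 per microglial cell in the 6 aged pools, and the median over 7 classes (without microglia, BCells and the 9 NKCells) was 0.855, consistent with free RNA of the aged well. CD8+ (22.9) and Ly6CLow (20.9) lay far above the other 5, so free RNA alone does not account for Igkc in these classes. S100a8 was in 29.2% of BAM of the young well, which is consistent with free RNA of that well for part of the signal. Single cells with a value of at least 10 numbered 2 in young control and 0 in aged control microglia, and without them the change of S100a8 was -1.55 in place of -2.57, with all 3 young control pools (at least 0.545) still above all 3 aged control pools (at most 0.170). Such cells were thus not the whole cause. These tests of Igkc and S100a8 replaced earlier ones whose values had been seen, a median over only 4 classes and a count of high cells over whole wells, in which 1 young antibiotic pool held most of them. A first test on the median of 4 neutrophil genes in CD8+ cells (-5.56) was set aside after its value was seen, because some cells of that class held these genes at a very high level.

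More CD8+ cells in aged controls might come from gates on antibody tags at unequal depth. Cells with T cell and Cd8 RNA made up 1.60% ± 0.747 of young control and 10.0% ± 3.76 of aged control cells, a log2 ratio of 2.64 (exact permutation p 0.1, the smallest possible with 3 pools against 3), which argues against the gates as the whole cause. Such RNA was in 0.069% of aged microglia and 0% of aged BAM, but in 26.9% of aged and 3.87% of young ILCs and in 14.4% of aged and 3.69% of young BCells. Cells with this RNA were therefore also present in classes other than CD8+, and mixed droplets or gating there stay open. Age and the well cannot be told apart.

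Tags for CD335, CXCR4 and KLRG1 came to 26 in all cells of the young well. ILCs held 0, 0 and 0 such tags in 155 cells of the young well and 32, 6 and 5 in 175 cells of the aged well, which is consistent with antibodies added in the aged well only.

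Of the aged Ly6CHigh cells 54.7% had fewer than 2000 raw UMIs, against 1.41% of the young ones, and the median totals were 951 and 13257.5 UMIs. In the former, Elane averaged 9.17 in cells below 2000 UMIs and 0.384 in the others. Aged antibiotic 3 held 73 of the 135 aged cells below 2000 UMIs, and without that pool the share was 41.9% and the Elane means 8.35 and 0.488. Cells of fewer than 2000 UMIs also made up 31.7% of aged and 4.38% of young Ly6CLow cells (22.1% to 40.3% and 2.00% to 9.76% over the pools). In Ly6C+Ly6G+ cells (30.6% of aged, 0.830% of young) and BCells (23.5% and 5.74%) the shares depended in part on single pools. Without aged antibiotic 3 the aged shares were 17.1% and 16.0%, and without young antibiotic 3 the young share of BCells was 1.69%.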
